A study of Arabidopsis thaliana with 12 samples. Its data were reported in "The global translation profile in a ribosomal protein mutant resembles that of an eIF3 mutant" (2013).

How the data were processed

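RNA was isolated from seedlings of *Arabidopsis thaliana*, ecotype Columbia, that were wild-type (WT) or carried a T-DNA insertion in an intron of the gene for eIF3k, a non-core subunit of the translation initiation factor eIF3. Aerial tissue was collected at 11 days, and lysates were separated on sucrose density gradients. The upper fractions of each gradient were pooled as the non-polysomal sample (NP) and the lower fractions as the polysomal sample (PL). Each pool was hybridized to an Affymetrix ATH1 array, which gave 12 arrays, 3 replicates for each genotype and fraction. The day length is given as a long day in the sample labels and as continuous light in the methods of the study, and it is left open here.

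The deposited values are log2 signals per probe set, background-corrected and normalized across arrays by the authors. The submitters' processing notes name GCRMA, while the methods of the study name RMA. The version, the probe set definitions and the genome build are not given in the sources used here. The lowest deposited log2 signal was 2.33 and acted as a floor on every array, and the highest was 15.55. The authors also deposited the translation state (TL), the log2 of the ratio of PL to NP signal of the same replicate. These values equalled the difference of the signal columns within 0.01, so TL was computed here as log2 PL minus log2 NP. Since PL and NP arrays were normalized to each other, a log2 TL of 0 does not mean an equal split of an mRNA between the fractions.

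Of the 22810 probe sets, 64 controls were left out and 22746 were tested. Names came from the deposited annotation and the TAIR10.1 gene table, in which 22091 of 22591 probe sets with a single nuclear locus were found and 500 were not. The remaining 155 probe sets carry names of organelle genes. By these names 72 were assigned to the plastid and 18 to the mitochondrion, and 65 could not be assigned. The study cautions that its arrays favour polyadenylated mRNAs, and that in organelles polyadenylation comes before degradation. A further property of the array is that 1061 probe sets may hybridize to more than 1 transcript, and these were kept unless stated. No coordinates are given, since the build behind the arrays is not known. On every array 3673 probe sets (16.1%) lay within 0.1 of the floor, and 1978 had no spread of TL in either genotype. Array data carry no read depth, and the 3 replicates per group limit the precision.

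Replicates are numbered in the labels, and the study calls the WT samples biological replicates. The p-values measure the spread between these samples, which may be partly technical. Replicates 1 and 2 were hybridized on another day than replicate 3, and these days are called array batches 1 and 2 here. Same-numbered replicates of the genotypes deviated together from their group means. Across probe sets the correlations of the deviations were 0.134, 0.232 and 0.232 for TL, 0.177, 0.261 and 0.171 for signal level, 0.146, 0.268 and 0.215 for PL and 0.202, 0.237 and 0.161 for NP. All 12 lie above 0.1, and the numbers were taken to pair the samples. For replicate 1 in PL, however, another pairing gave a higher correlation. Deviations from a mean of 3 replicates sum to 0, so a batch effect shared by the replicate 3 samples would also give correlations above 0. These values therefore cannot tell pairing from array batch. The main tests between genotypes used no block, and a fit with the replicate number as a block was run as an alternative. No 2 arrays held identical values.

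Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), two-sided, with Benjamini-Hochberg adjustment over all probe sets tested. A probe set was called at an adjusted p under 0.05 and a change of at least 1 in log2, following the methods of the study. The genotypes were compared in TL, in signal level (the mean of log2 PL and log2 NP of a replicate, since arrays of total RNA are not analysed here), in PL and in NP. Within each genotype, TL was tested against 0. The moderation was weak, with prior degrees of freedom of 0.557 for TL, 0.544 for level, 0.441 for PL and 0.434 for NP. Plots were drawn with matplotlib 3.10.9.

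The 29 gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. The estimated correlation was later also used without replicate 3. With so few samples it called no list in any comparison, and it was not run on the simulated data. A call lost in that setting is therefore not shown to be false. A list needed 5 probe sets. They hold cytosolic ribosomal proteins, the smallest of these, ribosomal proteins of plastid and mitochondrion, other organelle genes, eIF3 subunits, other initiation and elongation factors, ribosome biogenesis factors, nuclear photosynthesis genes, histones, seed storage proteins, regulators with upstream open reading frames (uORFs), the circadian clock, stress and defence responses, and markers of root, dividing cells and epidermis. A further 5 lists are those the study drew up as over- or undertranslated in *eif3h*, *rpl24b* and *pab2 pab8*. The study used these WT arrays among others to select stable genes, so these 5 are not independent evidence. Membership of ribosomal protein lists was taken from the study's annotation, and most other lists from general knowledge. Tests of lists on eif3k TL and on signal level, and all tests of jasmonate and endoplasmic reticulum (ER) body genes, were added later. The jasmonate and ER body lists were adjusted among themselves only.

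Named genes followed a rule. They are the 10 largest rises and 10 largest falls among called probe sets with the same sign in every replicate, 1 locus and a mean log2 signal above the median of 3.36. Where fewer than 10 were called, the 10 with the smallest p under the same conditions are named as not called. The eIF3 subunits, PAB2, PAB4, PAB8, RPL24A, RPL24B, RPL24C, bZIP11, ETT, MP and PR1 were named in any case, as were up to 4 members with the largest moderated t in each list. The groups, tests, the first set of alternatives, the 29 lists and this rule were fixed before the data were examined.

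Alternatives were the replicate or the array batch as a block, leaving out replicates of both genotypes or of 1 genotype, quantile normalization, median centring, leaving out the dimmer probe sets (11373 remained), the 20% of probe sets with the most variable WT TL, the ambiguous probe sets or those at the floor, an adjusted p with no minimum change, eBayes with trend and robust, an interaction term over the 12 arrays without pairing, and a change of at least 1 in the same direction in all 3 pairs with no test (the all-pairs criterion). The last is modelled on 1 of the 3 alternative criteria in the ad hoc filter of the study, whose other criteria, on the spread between replicates, were not run.

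The procedure was tested on simulated data with the real means and spreads and 22746 probe sets, 50 of them changed at each size. For the genotype difference in TL, limma recovered 26%, 26%, 42% and 64% of changes of 1.5, 2, 3 and 4 in log2 with 1 false call, and 62%, 76%, 74% and 92% with the spread of replicates 1 and 2 alone and 0 false calls. For signal level it recovered 36%, 50%, 74% and 84% with 1 false call, and 70%, 80%, 100% and 100% with the smaller spread and 0 false calls. A simulated list of 28 members shifted by -0.5 was found by camera, and in the same draw an unshifted list of 36 members also fell below the unadjusted threshold of 0.05. In 100 further draws without any shift, 95 of 2900 list tests (3.28%) had a p under 0.05, and 6 draws held a call after adjustment. The simulated genes were independent of each other, unlike real ones.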

Results

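Polysomal (PL) and non-polysomal (NP) mRNA was measured in WT seedlings and in seedlings with a T-DNA insertion in the gene for eIF3k, in 3 replicates each, on 12 arrays in all. The design asks whether loss of eIF3k, a non-core subunit of the initiation factor that recruits the small ribosomal subunit to mRNA, alters the ribosome loading of particular mRNAs. Related mutants of the study carry a truncated eIF3h subunit or mutations in the genes for the large-subunit ribosomal protein RPL24B or for the poly(A)-binding proteins PAB2 and PAB8. The translation state (TL) of an mRNA is its log2 PL minus its log2 NP signal in the same replicate, and its signal level is the mean of the 2. Median log2 signals of the 12 arrays lay between 3.25 and 3.49.

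The translation states of 5 of the 6 samples resembled each other, and WT replicate 3 stood apart. Across probe sets, which are not independent of each other, Pearson's r of TL among these 5 samples ranged from 0.741 to 0.896, whereas WT replicate 3 correlated with them at 0.297 to 0.362. The mean over all 15 pairs was 0.668, and it was 0.884 without replicate 3 of both genotypes. The mutant replicate 3, which was hybridized in the same array batch, correlated with replicates 1 and 2 at 0.741 to 0.784. The PL array of WT replicate 3 had the smallest spread of signals, an SD of 1.94 in log2 against 2.15 to 2.29 on the other 11 arrays, and its 3′ probe sets exceeded the 5′ probe sets of GAPDH by 8.98 in log2 (5.56 to 7.97 elsewhere) and those of ubiquitin by 3.61 (1.54 to 2.16 elsewhere). For actin the difference of 5.92 lay within the range of the others, 4.77 to 6.77. Among the brighter probe sets the median difference in TL between the genotypes was 0.13, and 0.01 without WT replicate 3.

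**Figure D1:**
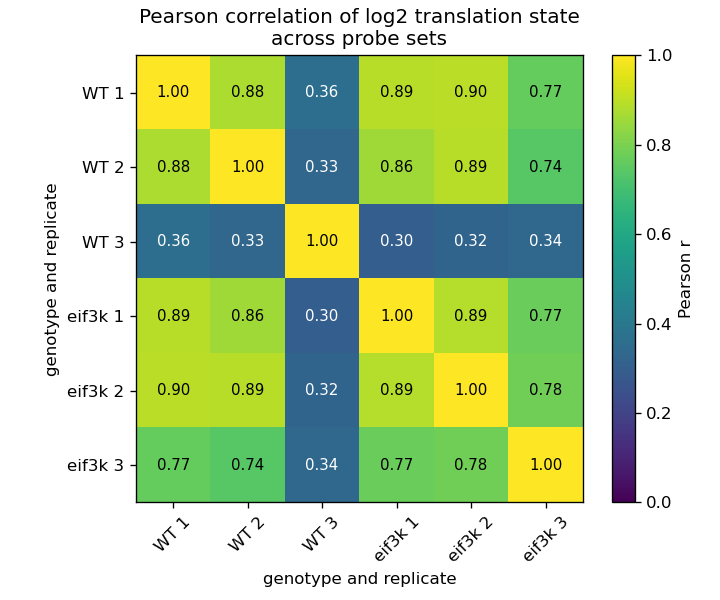
Heat map of Pearson's r of log2 TL across probe sets between the 6 samples, with genotype and replicate number on both axes. WT replicate 3 has r between 0.297 and 0.362 with the others, and every other pair lies between 0.741 and 0.896.

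**Figure D2:**
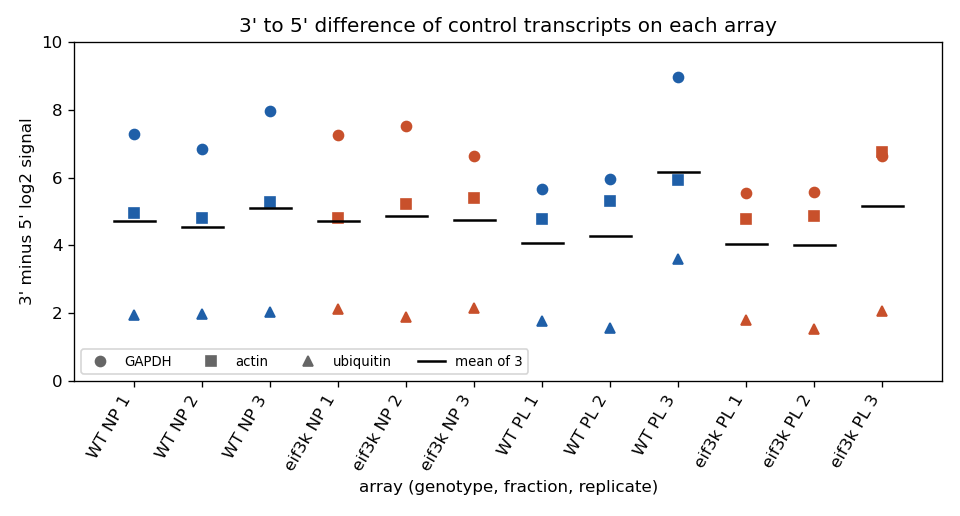
Difference in log2 signal between 3′ and 5′ probe sets of GAPDH, actin and ubiquitin (points) on each of the 12 arrays (x axis), with a line for the mean of the 3. The mean reaches 6.17 on the PL array of WT replicate 3 and 4.00 to 5.16 on the other 11.

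In signal level, a single mRNA was called, that of *QQS* (AT3G30720), an orphan gene of *Arabidopsis thaliana* that affects starch content and the allocation of carbon and nitrogen. Its log2 level rose from 4.63 ± 0.19 in WT to 7.94 ± 0.05 in *eif3k* (SD, n = 3), a change of 3.31 (SE 0.11) or 9.88-fold with an adjusted p of 0.0316 in limma. With the replicate number as a block the change was the same and the call was lost (adjusted p = 0.737). The change was 3.36, 3.52 and 3.05 in the 3 pairs, which gives 3.44 in array batch 1 and 3.05 in batch 2, the latter from a single pair. In NP, *QQS* had a log2 signal of 5.13 ± 0.74 in WT and 9.25 ± 0.33 in *eif3k* (SD, n = 3). In PL it had 4.13 ± 1.11 and 6.62 ± 0.23, a difference of 2.49 (SE 0.62). Neither fraction passed the test on its own, with adjusted p of 0.692 and 0.817 in limma. In WT replicates 1, 2 and 3 NP was 5.44, 5.67 and 4.29 and PL 3.72, 3.28 and 5.39. The opposite deviations of replicate 3 largely cancel in the level, so its SD and SE understate the spread within the fractions.

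The mRNA of the disrupted gene itself, *eIF3k* (AT4G33250), still gave a signal in the mutant, for which the study describes a transcript shortened at its 3′ end and none of full length. Its log2 level was 8.75 ± 0.54 in WT and 7.52 ± 0.30 in *eif3k* (SD, n = 3), lower in 3 of 3 pairs by 1.70, 1.68 and 0.31, and the change of -1.23 (SE 0.33) did not pass the test (adjusted p = 0.818 in limma). In NP the *eIF3k* signals were 9.26, 9.45 and 9.01 in WT and 7.30, 7.93 and 8.05 in the mutant, a difference of -1.48 (SE 0.25) with an adjusted p of 0.876. In PL they were 8.61, 8.89 and 7.28 in WT and 7.17, 7.06 and 7.63 in the mutant, so the mutant was lower in 2 of 3 pairs and higher in the pair that holds WT replicate 3. Whether the probes lie before or after the insertion is not known, so these signals do not measure intact *eIF3k* mRNA.

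**Figure D3:**
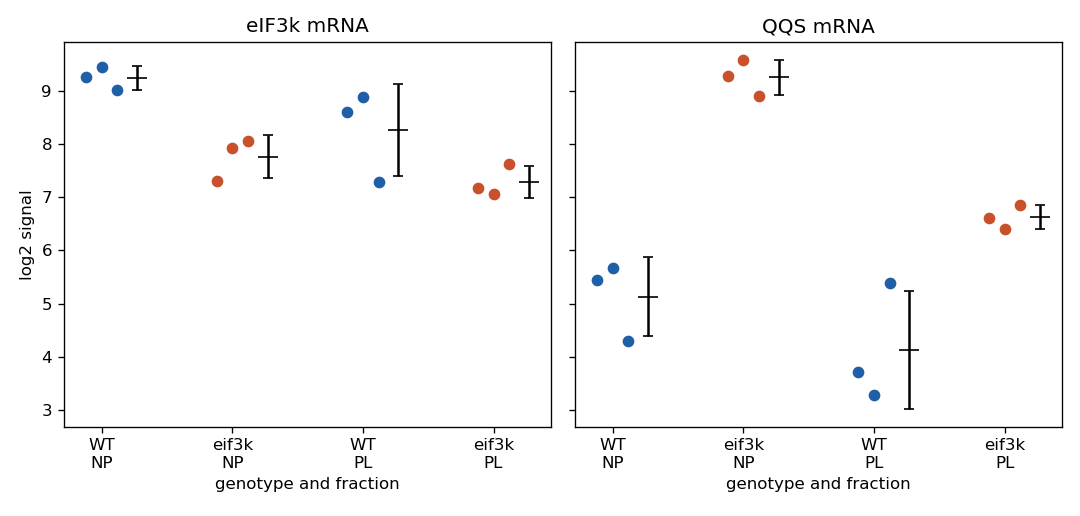
Log2 signals of the *eIF3k* and *QQS* mRNAs (panels) by genotype and fraction (x axis), where points are the 3 replicates and bars the mean ± SD. *QQS* is higher in *eif3k* in both fractions, while the *eIF3k* signal is lower in NP in 3 of 3 pairs and in PL in 2 of 3.

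Other mRNAs with the smallest p in signal level were not called and differed little in size. They were AT1G51610 (0.30, adjusted p = 0.106), AT4G24810 (0.38), AT3G14060 (0.41), AT4G35220 (0.40), AT4G25600 (-0.40), the purine permease gene *PUP11* (0.59), AT2G43420 (0.37), *SNM1*, a DNA repair gene (0.60), the arabinogalactan protein gene *AGP20* (0.35) and *ATB' ALPHA*, a phosphatase regulatory subunit (-0.31). The protein kinase mRNA *ATPK7*, outside the naming rule and picked after its values were seen, had a small but even difference of -0.31 (adjusted p = 0.0316 in limma) and missed the minimum change. Its level was dim, 3.22 in WT and 2.91 in *eif3k*, with an SD of 0.01 in each. Level was tested with limma on 22746 probe sets, of which 664 had an unadjusted p under 0.05. The *QQS* call was also lost with the array batch as a block (adjusted p = 0.284), under quantile normalization (0.36) and when any replicate number was left out (0.168 to 0.88), or WT replicate 1 (0.189) or 2 (0.221), or mutant replicate 1 (0.417), 2 (0.411) or 3 (0.211). Over its 19 alternatives the adjusted p ranged from 0.00173 to 0.88 with 8 calls, and the change from 3.13 to 3.44.

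No mRNA was called as changed in translation state between *eif3k* and WT. The mRNAs with the smallest p had higher TL in the mutant for AT2G40460 (0.76, SE 0.07), *OSB3*, which encodes an organelle single-stranded DNA-binding protein (0.62, SE 0.07), *CAND1*, a regulator of cullin ubiquitin ligases (0.38, SE 0.05), the invertase *A/N-InvB* (0.50), *DRB3*, a double-stranded RNA-binding protein (0.53), and AT2G18090 (0.58). TL was lower for AT1G57760 (-0.69, SE 0.08), AT1G74300 (-0.94, SE 0.13), AT2G43640 (-0.36) and AT5G24610 (-0.50). Each had an adjusted p of 0.823 in limma, and the same sign in 3 of 3 pairs was a condition for being named.

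The mRNAs of translation factors, ribosomal proteins and uORF-containing regulators that were named in any case did not pass the test either, and most of their values changed sign or moved by over 1.5 times when WT replicate 3 was left out. The TL of *RPL24B* differed by 0.04 (SE 0.15), of *RPL24A* by -0.14 (SE 0.33) and of *RPL24C* by 0.66 (SE 0.92), and without that sample by -0.11, -0.45 and -0.29. For the uORF-containing mRNAs of the transcription factors bZIP11, ETT and MP the differences were -0.28 (SE 0.34), 0.26 (SE 0.24) and 0.27 (SE 0.20), and without it -0.17, 0.29 and 0.20. Poly(A)-binding protein mRNAs had differences of 0.05 for *PAB2*, 0.51 for *PAB4* and 0.86 (SE 0.35) for *PAB8*, against 0.03, 0.25 and 0.72 without it, and the defence marker *PR1* of -0.11 (SE 0.47) against 0.38. Without replicate 3 of both genotypes, bZIP11 was at -0.03, *ETT* at 0.05, *MP* at 0.02, *PAB2* at -0.22 and *PAB8* at 0.43.

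Among eIF3 subunits, *eIF3a* had a difference in TL of 0.98 (SE 0.36), *eIF3c-1* of 0.60 (SE 0.35) and *eIF3k* itself of 0.51 (SE 0.41), which became 0.62, 0.26 and 0.13 without WT replicate 3. For *eIF3g1* and *eIF3i* the values of 0.49 and 0.58 became 0.00 and 0.05. The sign turned without that sample for *eIF3f* (0.94 to -0.10), whose pairs lay at 0.09, 0.19 and 2.54, for the *eIF3m* gene AT3G02200 (0.68 to -0.11), *eIF3d-1* (0.48 to -0.03), *eIF3e* (0.11 to -0.18), *eIF3h* (0.05 to -0.32), *eIF3b-2* (0.08 to -0.19) and *eIF3g2* (-0.28 to 0.21). The other *eIF3m* gene, AT5G15610, had -0.12 and -0.05, *eIF3d-2* -0.29 and -0.23, and *eIF3c-2*, at the floor on most arrays, 0.01 and -0.03. The probe sets of *eIF3b-2* and *eIF3i* may hybridize to more than 1 transcript.

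In limma 0 of 22746 probe sets were called, with 612 (2.69%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.608, held by a probe set outside the naming rule, while 478 had a difference of at least 1 in size. An interaction term over the 12 arrays without pairing also called 0, with 427 at an unadjusted p under 0.05, and so did limma without WT replicate 3, with 882. With the interaction term 1 probe set, that of *CYP71B23* (0.67), singled out after its value was seen, passed the adjusted p (0.00158, against 0.608 in the test on TL) and missed the minimum change. At this spread the same procedure recovered 26% of simulated changes of 2 and 42% of changes of 3 in log2, all placed in brighter probe sets. With dim probe sets left out it recovered 58% and 76%, and the real test in that setting called 0.

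Of the 29 gene lists, 3 shifted in TL between the genotypes, and none kept its call with an estimated correlation. mRNAs of the small cytosolic ribosomal proteins fell, with a median change of -0.17 and 24 of 28 probe sets below 0 (camera, adjusted p = 0.000497; adjusted p = 0.76 with an estimated correlation). Examples are AT4G34555 (-0.60), AT4G39200 (-0.21), AT1G74270 (-0.47) and *RS27A* (-0.26), none of them called, with AT4G39200 at -0.13 without WT replicate 3 and AT1G74270 at -0.25 without replicate 3 of both genotypes. mRNAs of initiation and elongation factors other than eIF3 rose, with a median of 0.32 and 32 of 38 above 0 (adjusted p = 0.0229; adjusted p = 0.76 with an estimated correlation), but without WT replicate 3 the median was 0.00, with 19 above and 19 below 0. No member was called, and *PAB8* had a difference of 0.86, *PAB4* of 0.51, the helicase *EIF4A1* of 0.96 and the scaffold *eIFiso4G2* of 0.28. Without replicate 3 of both genotypes these were 0.43, 0.21, 0.27 and 0.14. Plastid-encoded mRNAs other than those of ribosomal proteins fell, with a median of -0.33 and 40 of 54 below 0 (adjusted p = 0.0243; adjusted p = 0.76 with an estimated correlation), with *ycf1.1* (-0.53), *ndhC* (-0.25, and -0.16 without WT replicate 3) and the ATP synthase subunit *atpH* (-0.66) as members that were not called.

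The sample that stood apart bears on these 3 lists unequally. Without WT replicate 3 the small ribosomal proteins had a median of -0.19 (adjusted p = 0.00223), the initiation and elongation factors 0.00 (adjusted p = 0.881) and the plastid mRNAs -0.01 (adjusted p = 0.408). This setting holds mutant samples of both array batches and WT samples of batch 1 only. Without replicate 3 of both genotypes, which leaves array batch 1, the adjusted p was 0.11, 0.567 and 0.00984. With an estimated correlation besides, it was 0.851 for the small ribosomal proteins without WT replicate 3. For the plastid mRNAs without replicate 3 of both genotypes it was 0.821. Leaving out replicate 2 of both genotypes gave 0.00316, 0.0543 and 0.0543, and leaving out replicate 1 gave 0.00346, 0.0141 and 0.183. The call of the factors was also lost when dim probe sets were left out (0.0866) and under quantile normalization (0.104). Array batch 2 holds 1 pair and allows no test. No member of any of the 29 lists was called over all probe sets or when adjusted over the list alone, and in each list between 0 and 11 members had an unadjusted p under 0.05.

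**Figure D4:**
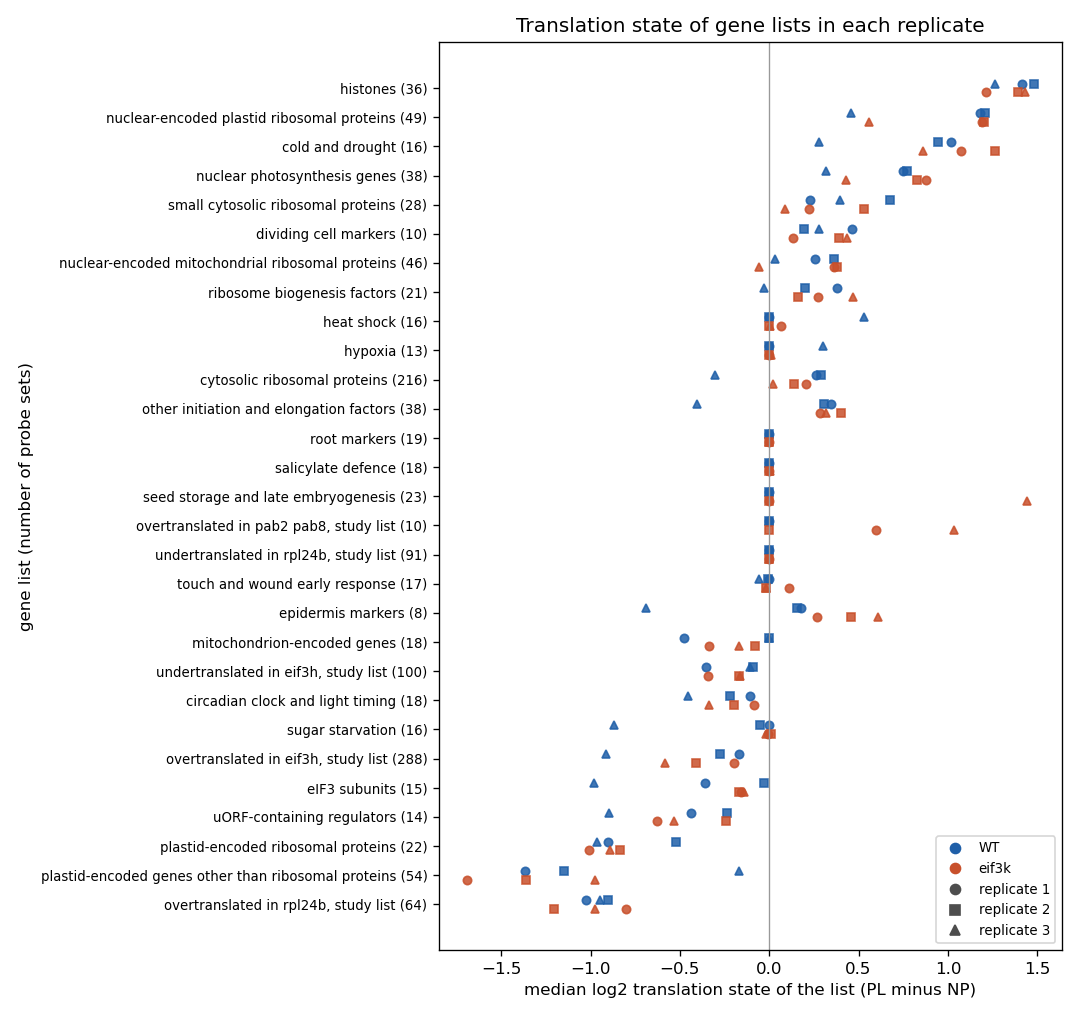
Median log2 TL of each of the 29 gene lists (y axis, with the number of probe sets) in each of the 6 samples (x axis), with colours for genotype and shapes for replicate. Histone mRNAs lie to the right and plastid mRNAs to the left in the samples of both genotypes, and WT replicate 3 lies apart for several lists.

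None of the 5 lists that the study drew up for the related mutants was called with all samples. The study itself reports that mRNAs affected in *eif3h* or *rpl24b* were in general not perturbed in *eif3k*. It showed this for a larger gene set picked by its ad hoc filter, and with fewer *eif3k* replicates than here. The study's list overtranslated in *eif3h* had a median change in TL of 0.03 over 288 probe sets (adjusted p = 0.602, the test pointing down), and its undertranslated list 0.01 over 100 (0.551). For *rpl24b* the overtranslated list had 0.00 over 64 (0.551) and the undertranslated list 0.03 over 91 (0.551), and the *pab2 pab8* list had 0.23 over 10 (0.212), with a median of 0.04 and a test pointing down without replicate 3 of both genotypes (0.989). The test of the list undertranslated in *rpl24b* also pointed down in that setting (0.911). All 5 were drawn up partly with these WT arrays and are not independent evidence. Cytosolic ribosomal proteins as a whole had a median of 0.02 over 216 probe sets and a mean of 0.08, whereas the test pointed down (adjusted p = 0.551). Without replicate 3 of both genotypes this list was called as lower in the mutant, with a median of -0.08 (adjusted p = 0.00331), and the call was lost with an estimated correlation (adjusted p = 0.821). Without WT replicate 3, 6 lists were called as lower in the mutant at the preset correlation, and none was with an estimated correlation (adjusted p = 0.851 for each of the 6). These were the cytosolic ribosomal proteins (adjusted p = 4.59e-08), the small ones (0.00223), the list overtranslated in *eif3h* (0.00418), which is not independent evidence, nuclear-encoded plastid ribosomal proteins (0.00555, against a test pointing up with all samples), nuclear photosynthesis genes (0.00555) and mitochondrial ribosomal proteins (0.0132). Leaving out WT replicate 3 alone sets WT samples of array batch 1 against mutant samples of both batches, so genotype and batch are partly confounded. Without replicate 3 of both genotypes, only the cytosolic ribosomal proteins kept their call. The others then had adjusted p of 0.11, 0.567, 0.567, 0.567 and 0.569 in camera, in the order above.

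The remaining lists were not called with all samples. Their medians are to be read beside 0.13, the median difference in TL over the brighter probe sets. Medians above 0 were found for ribosome biogenesis factors (0.28, 19 of 21 above 0, adjusted p = 0.0663), eIF3 subunits (0.48, adjusted p = 0.278), seed storage and late embryogenesis genes (0.48, 0.204), sugar starvation genes (0.35, 0.204), epidermis markers (0.57, 0.204), clock genes (0.24, 0.364), uORF-containing regulators (0.19, 0.602), cold and drought genes (0.18, 0.49), touch and wound genes (0.14, 0.551) and nuclear-encoded plastid ribosomal proteins (0.11, 0.823). The median was 0.00 for salicylate defence genes (0.577). For nuclear photosynthesis genes (0.08, 0.823) and histones (0.06, 0.699) the median lay above 0 while the test pointed down. Medians below 0 were found for plastid-encoded ribosomal proteins (-0.16, 0.473), nuclear-encoded mitochondrial ribosomal proteins (-0.15, 0.212), mitochondrion-encoded genes (-0.04, 0.346), heat shock genes (-0.07, 0.551) and hypoxia genes (-0.10, 0.649). Root markers had a median of -0.13 and a mean of 0.05 (0.602), and dividing cell markers a median of -0.01 with a test pointing up (0.954).

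Single samples carried several of these medians. The eIF3 subunits had median TL values of -0.36, -0.03 and -0.98 in the WT samples and -0.16, -0.17 and -0.14 in those of *eif3k*, and without WT replicate 3 their median change was -0.03 with a test pointing down (adjusted p = 0.775). Seed storage and late embryogenesis genes had a median TL of 0.00 in 5 samples and 1.44 in mutant replicate 3, and without replicate 3 of both genotypes a median change of 0.00 with a test pointing down (0.567). Without WT replicate 3 the median was 0.09 for ribosome biogenesis factors, 0.06 for sugar starvation genes, 0.13 for epidermis markers, 0.06 for clock genes and 0.08 for cold and drought genes. In the same setting the test turned down for uORF-containing regulators (median -0.02, adjusted p = 0.743) and dividing cell markers (0.08, 0.548), and up for heat shock genes (0.00, 0.637), hypoxia genes (0.859), root markers (0.01, 0.505) and mitochondrion-encoded genes (0.03, 0.505), while histones had -0.04. Leaving out replicate 1 turned the test for hypoxia genes up (0.979). Leaving out replicate 2 turned it up for nuclear photosynthesis genes (0.906) and down for dividing cell markers (0.72) and nuclear-encoded plastid ribosomal proteins (0.906).

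Within WT, histone mRNAs were polysome-rich and plastid mRNAs polysome-poor. Over 36 histone probe sets the median log2 TL was 1.36, with 35 above 0 (camera, adjusted p = 1.34e-22; adjusted p = 0.367 with an estimated correlation), including *HTB2* (2.08), *HTB9* (1.52) and *HTA8* (1.32, SE 0.01). Plastid-encoded mRNAs other than ribosomal proteins had a median of -1.09, with 48 of 54 below 0 (adjusted p = 4.05e-07; 0.434 with an estimated correlation), as for *psbJ* (-2.25) and *petA* (-0.79), and plastid-encoded ribosomal protein mRNAs of -0.97, with 18 of 22 below 0 (adjusted p = 0.00213; 0.434), as for *rpl33* (-1.20). In contrast, nuclear-encoded plastid ribosomal proteins had a median of 0.98, with 40 of 49 above 0 (adjusted p = 2.96e-09; 0.434), among them *RPL21C* (2.08) and *RPL15* (1.70). The values of plastid-encoded mRNAs may reflect mainly their polyadenylated forms, given the bias of the arrays that the study describes.

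Further WT lists above 0 were nuclear photosynthesis genes with a median of 0.59 (adjusted p = 1.18e-06; *PSAH-1* 1.89), small cytosolic ribosomal proteins with 0.51 (5.39e-06), cold and drought genes with 0.62 (0.00194; *ERD10* 1.89), mitochondrial ribosomal proteins with 0.25 (0.00875), dividing cell markers with 0.48 (0.0163), heat shock genes with 0.34 (0.0422) and all cytosolic ribosomal proteins with 0.11, 124 of 216 being above 0 (0.0424). With an estimated correlation the adjusted p was 0.697 for all cytosolic ribosomal proteins and 0.434 for each of the other lists. Lists below 0 were uORF-containing regulators with -0.64 and 13 of 14 members below 0 (0.00875), including *BZIP53* (-1.97) and *bZIP2* (-1.11), eIF3 subunits with -0.49 (0.0294), and the study's lists overtranslated in *rpl24b* with -1.13 (6.1e-09), overtranslated in *eif3h* with -0.50 (2.17e-06) and undertranslated in *eif3h* with -0.29 (0.00146). Their adjusted p was 0.434, 0.546, 0.367, 0.434 and 0.367 with an estimated correlation. These last 3 are not independent evidence, because they were selected partly with these arrays. Over all 29 lists the adjusted p was 0.367 to 0.991 with an estimated correlation, and none of the 16 calls held. That setting called no list in any comparison, not even histones with 35 of 36 probe sets above 0. These losses therefore cannot tell which calls are sound. Without replicate 3, heat shock genes (0.37) and eIF3 subunits (0.211) lost their calls, cytosolic ribosomal proteins did so without replicate 1 (0.374) or 2 (0.14), and dividing cell markers without replicate 1 (0.122). Under quantile normalization cytosolic ribosomal proteins (0.0885) and heat shock genes (0.0787) lost theirs, and eIF3 subunits when dim probe sets were left out (0.0902).

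No single mRNA passed the test for WT TL. The smallest p were those of AT1G19485 (-2.65), *RAP2.4*, an ERF-type transcription factor (-4.36, SE 0.04), *HTA8*, AT5G16210 (-1.20), AT1G34630 (-1.43), the histone H4 gene *HIS4* (SE 0.02), the invertase *A/N-InvC* (-1.53), *PAB2* (-2.49, SE 0.03), AT5G16880 (-1.41) and the ubiquitin ligase *CIP8* (-1.40), each with an adjusted p of 0.053 in limma. *RPL24B* had a TL of 1.34 (SE 0.13) and *RPL24A* of 1.39. In limma 0 of 22746 probe sets were called, with 3287 (14.5%) at an unadjusted p under 0.05, and 0 without replicate 3, with 4628. An unpaired test of PL against NP called 417, and limma without the dimmer probe sets called 736. Adjusted over the list alone, 25 histones, 9 nuclear-encoded plastid ribosomal proteins, 14 cytosolic ribosomal proteins and 5 nuclear photosynthesis genes passed, against 0 over all probe sets. For the study's lists, which are not independent evidence, these counts were 30 and 14 for *eif3h* and 6 for the list overtranslated in *rpl24b*.

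Within *eif3k*, 301 probe sets were called, 180 of them polysome-rich and 121 polysome-poor. The highest log2 TL among named mRNAs was that of AT4G19200 (2.99, SE 0.09), followed by the plastid ribosomal protein *PRPL11* (2.92, SE 0.13), AT1G66430 (2.81), *IPMI2*, an isopropylmalate isomerase subunit (2.65), the late embryogenesis gene *LEA14* (2.57), AT1G18210 (2.51), the cutinase *CDEF1* (2.43, SE 0.02), AT2G43090 (2.40), the proline-rich protein *PRP2* (2.40) and the dehydrin *COR47* (2.40, SE 0.08). The lowest were *DI19*, a drought-induced zinc finger protein (-4.32, SE 0.21), AT5G47435 (-3.86), AT2G46490 (-3.54), AT5G66240 (-3.47), AT3G18215 (-3.43), AT5G43460 (-3.28), AT1G53030 (-3.26), AT1G63980 (-3.22), AT3G60300 (-3.07) and the glucosidase *BGLU5* (-3.06). *RPL24B* was called at 1.38 (SE 0.06, adjusted p = 0.0455 in limma). *PAB2* had a TL of -2.44 (adjusted p = 0.0859). That 301 probe sets passed here and 0 in WT does not show a difference, since the test of the difference itself called 0 of 22746, with 612 at an unadjusted p under 0.05.

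By list, 35 of 36 histone probe sets in *eif3k* lay above 0, with a median of 1.29 (camera, adjusted p = 2.59e-19; adjusted p = 0.288 with an estimated correlation), and 8 were called over all probe sets and 27 adjusted over the list alone, including AT5G65360 (1.49), AT4G40030 (1.88), *HTB11* (1.81) and *HTB1* (1.81). Nuclear-encoded plastid ribosomal proteins had a median of 1.12 (3.13e-09), with 3 called over all and 20 adjusted over the list alone, and nuclear photosynthesis genes of 0.78 (4.29e-06; 2 and 9), with *PSBO2* at 1.53 and *PSAH2* at 1.55. For both, adjusted p = 0.382 with an estimated correlation. Cytosolic ribosomal proteins had a median of 0.16 (0.00974; 8 and 39), with *RPS6* (1.48) and *BBC1* (1.25) among those called, and the small ones of 0.23 (0.0425; 0 and 2), each with adjusted p = 0.569 with an estimated correlation. Initiation and elongation factors had a median of 0.43 (0.0189; 4 and 16), the called members being *EIF4B2* (1.46), *LSP1* (1.27), *FBR12* (1.66) and AT5G60390 (1.29), and adjusted p = 0.382 with an estimated correlation. Cold and drought genes had 1.05 (0.00111; 1 and 7), seed storage genes 0.65 (0.0236; 0 and 0), ribosome biogenesis factors 0.36 (0.0382; 1 and 5) with *NAP57* at 1.38, dividing cell markers 0.32 (0.00123; 1 and 3) with *CDKB2;1* at 1.38, epidermis markers 0.44 (0.00415; 0 and 2) and heat shock genes 0.06 (0.0478). In this last group adjusted p = 0.627 with an estimated correlation for seed storage genes and 0.382 for each of the others. Calls were lost without replicate 1 for cytosolic ribosomal proteins (0.16), without replicate 2 for the small ones (0.251) and for initiation and elongation factors (0.0602), without replicate 3 for seed storage genes (0.394) and biogenesis factors (0.228), and without replicate 1, 2 or 3 for heat shock genes (0.105, 0.0579 and 0.0895). When dim probe sets were left out, adjusted p was 0.0707 for cytosolic ribosomal proteins, biogenesis factors, dividing cell and epidermis markers and 0.105 for small ribosomal proteins, initiation and elongation factors and heat shock genes. Quantile normalization gave 0.221 for cytosolic ribosomal proteins, 0.217 for the small ones, 0.0621 for the factors, 0.0879 for biogenesis factors and 0.0558 for heat shock genes.

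Polysome-poor lists in *eif3k* held organelle-encoded mRNAs, uORF-containing regulators, clock genes and 3 of the study's lists. None of these calls held with an estimated correlation, with adjusted p = 0.288 for the lists overtranslated in *rpl24b* and undertranslated in *eif3h*, 0.565 for that overtranslated in *eif3h* and 0.382 for the others. Plastid-encoded mRNAs other than ribosomal proteins had a median of -1.27, 47 of 54 being below 0 (adjusted p = 6.34e-11), with *psbI* (-1.42) and *rpoC1* (-2.96) called and 20 passing when adjusted over the list alone. Plastid-encoded ribosomal proteins had -0.82 (4.56e-05), with *rps18* called (-1.50) and 6 adjusted over the list alone. Mitochondrion-encoded mRNAs had -0.31, 17 of 18 being below 0 (4.59e-05), with the cytochrome oxidase subunit *cox1* called (-2.59) and 6 adjusted over the list alone. The uORF-containing regulators had -0.51 (0.00243; 0 and 1) and clock genes -0.19 (0.046; 0 and 2), whose call was lost without replicate 2 (0.0529) or 3 (0.168) and when dim probe sets were left out (0.105). The study's lists, not independent evidence, had -1.02 for overtranslated in *rpl24b* (9.85e-11; 3 and 31), -0.41 for overtranslated in *eif3h* (1.09e-05; 12 and 72) and -0.31 for undertranslated in *eif3h* (0.000189; 2 and 8). In limma, leaving out replicate 1, 2 or 3 left 0 of the 301 calls, with 3420, 3497 and 4586 probe sets at an unadjusted p under 0.05.

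In the polysomal fraction alone, no mRNA was called between the genotypes. The smallest p belonged to AT4G34750 (-0.21), AT5G47430 (0.37), AT4G17900 (0.48), the peptide hormone precursor *PSK4* (0.62), the glutamate dehydrogenase *GDH2* (1.18, SE 0.14), AT1G25390 (0.33), AT1G36980 (-0.45), AT1G17080 (0.47), *DMR6*, a regulator of defence (1.41, SE 0.19), and AT1G59960 (1.31, SE 0.18), with adjusted p from 0.107 to 0.817 in limma. Chosen after their values were seen, AT5G46640 (-0.50, adjusted p = 0.00922), the cytochrome P450 *CYP71B23* (0.70, 0.0145) and AT2G39420 (0.67, 0.0156) passed the adjusted p in limma and missed the minimum change. Their WT PL signals were dim, with means of 2.98, 2.46 and 3.12 and SDs of 0, 0 and 0.01. The small adjusted p thus rest on nearly equal values at weak moderation. In limma 0 were called and 436 had an unadjusted p under 0.05. Without mutant replicate 1, 2 or 3, a different single mRNA was called each time, *GH9B13* (1.17), *LURP1* (1.27) and AT5G10760 (1.41), and the adjusted p of each was 0.817 with all replicates.

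In the non-polysomal fraction no mRNA was called either. *QQS* was among the smallest p (4.12, SE 0.44), with the NADPH oxidase *RBOH F* (-1.10, SE 0.10), *ARFA1F* (0.18), *LSM3B* (0.83), AT1G26850 (-0.42), the auxin-responsive *IAA2* (-0.44), AT1G08280 (0.06), *ERF7* (0.68), the aspartate aminotransferase *ASP4* (0.75) and AT1G29880 (-0.49), at adjusted p from 0.59 to 0.831 in limma. In limma 0 were called, with 721 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0597.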

Values the study reported

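The study analysed 22,746 probe sets and, from all of them at a false discovery rate of 5%, identified 138 differentially translated genes in *rpl24b* and 143 in *eif3h*. With 3 additional filters the non-redundant sets held 155 genes for *rpl24b* and 388 for *eif3h*. Over genes called in either mutant, the changes in translation state of *rpl24b* and *eif3h* correlated with an R2 of 0.51. Arrays yielded data for 137 mRNAs of cytosolic ribosomal proteins. Among ribosomal protein mRNAs, not stated to be cytosolic alone, the ribosome loading of 42 differed in *eif3h* at a false discovery rate under 0.05, against 16 in *rpl24b*. To define stable translation states, the study tabulated 12 WT replicates from 4 experiments, 3 of which were the WT samples of the *eif3k* experiment.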

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

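All tests of explanations in this part were chosen after the results they bear on had been seen. Each of 3 gene lists differed in translation state between *eif3k* and WT by a test of the difference itself (camera at a preset correlation). None of the 3 was called with an estimated correlation (adjusted p = 0.76 for each) or by fry (0.848 for each).

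The translation state of WT replicate 3 correlated with the other 5 samples at 0.297 to 0.362 across probe sets, below every other pair. The array batch as the whole source is argued against by the mutant replicate 3 of the same batch, which correlated with replicates 1 and 2 at a mean of 0.765, although this lies below the 0.858 to 0.896 among replicates 1 and 2, so a part played by the batch stays open. Exchanged PL and NP samples are argued against by the sign of r, since the lowest r of 0.297 is above 0. Lower integrity of the RNA or cDNA on the PL array of this replicate remains a candidate explanation, as the mean 3′ minus 5′ difference of 3 control transcripts was 6.17 there and 4.00 to 5.16 on the other 11 arrays. No biological explanation was tested, since the labels give none for a single replicate.

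At the preset correlation small cytosolic ribosomal proteins fell in TL (median -0.17, adjusted p = 0.000497), other initiation and elongation factors rose (0.32, 0.0229) and plastid-encoded genes other than ribosomal proteins fell (-0.33, 0.0243). Members that vary together between samples remain a possible source of each call. The adjusted p was 0.76 with an estimated correlation for every one of them, but that setting called no list in any comparison. It therefore cannot decide this. The PL array of WT replicate 3 as the whole source stays open for the small ribosomal proteins, since the settings without it disagree. They were called without WT replicate 3 (median -0.19, adjusted p = 0.00223), with 24 of 28 below 0. They were not called without replicate 3 of both genotypes (-0.10, 0.11). The first setting holds mutant samples of both array batches and WT samples of batch 1 only, so a part played by the batch stays open. For the plastid genes that array stays open as the whole source too, since the same settings disagree in the opposite way. Their call ended without WT replicate 3 (-0.01, 0.408), with 26 above and 27 below 0, and held without replicate 3 of both genotypes (-0.18, 0.00984). The latter setting holds samples of array batch 1 only, for both genotypes. Both kept calls rest on the preset correlation (adjusted p = 0.851 and 0.821 with an estimated correlation). For the initiation and elongation factors that array may be the source, since the medians were 0.00 (adjusted p = 0.881) and 0.04 (0.567) in the same settings. Over 12 alternatives the calls held in 7 for the small ribosomal proteins, 3 for the factors and 5 for the plastid genes, with adjusted p from 9.69e-05 to 0.851, from 0.0106 to 0.914 and from 9.69e-05 to 0.851, and a difference due to the genotype stays open.

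The signal level of *QQS* was higher in *eif3k* in 3 of 3 pairs, by 3.31 in log2 (SE 0.11). The array batch as the whole source is argued against by a change of 3.05 in batch 2, which holds 1 pair, beside 3.44 in batch 1. Under quantile normalization the change was 3.13 (SE 0.196). That step was applied to values the authors had already normalized, so it cannot test their normalization between arrays. The call ended there (adjusted p = 0.36 in limma) with the larger SE. The adjusted p was 0.737 with the replicate block and 0.284 with the array batch block, and over 19 alternatives it ranged from 0.00173 to 0.88. Each replicate except WT replicate 3 ended the call when left out, with an adjusted p of 0.189 and 0.221 without WT replicates 1 and 2, and 0.417, 0.411 and 0.211 without mutant replicates 1, 2 and 3. Loss of eIF3k may raise *QQS* mRNA, but a difference particular to this mutant line stays open too, since 1 line was measured.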

How the results depend on the processing

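Tests with floored probe sets left out, with WT replicate 3 left out for lists, with an estimated correlation besides, of lists on signal level and on *eif3k* TL, and the all-pairs criterion on level, PL and NP were chosen after the data were seen. Of the counts and agreement values under all alternatives, 102 stayed within 1.5 times or 1 SD and 43 moved. Single lists kept their side of the threshold in 869 cases, lost a call in 129, gained one in 32 and reversed in 2, both without WT replicate 3. These are nuclear-encoded plastid ribosomal proteins in TL (up, adjusted p = 0.823, to down, 0.00555, with 0.00555 to 0.906 over left-out replicates) and cytosolic ribosomal proteins in level (up, 0.155, to down, 2.96e-05, with 2.96e-05 to 0.207), with adjusted p = 0.851 and 0.944 in that setting with an estimated correlation. The cause was not tested unless stated. For the difference in TL limma called 0 under every alternative, with 281 to 1119 probe sets at an unadjusted p under 0.05, and the all-pairs criterion picked 6. For signal level, 1 call became 0 with the replicate block, the array batch block or quantile normalization, 2 at an adjusted p only and 5 by the all-pairs criterion, and 0 to 1 when single replicates were left out. In PL, 0 became 3 at an adjusted p only, 11 by the all-pairs criterion and 0 to 1 without single replicates, and in NP 4 by the all-pairs criterion, where without single samples 0 to 6 passed the adjusted p and missed the minimum change. In WT TL, 0 became 417 with no replicate block, 1 under quantile normalization (AT3G57170, -2.70, chosen after its value was seen) and 736 with dim probe sets left out. In *eif3k* TL, 301 became 1263 with no replicate block (212 shared), 2579 with dim probe sets left out (298 shared), 1084 with floored ones left out (301 shared), 13 with trend and robust (13 shared) and 0 without replicate 1, 2 or 3, which leaves fewer samples. Of 29 lists, 3 were called for the difference in TL, and 0 with an estimated correlation or fry, 1 to 2 without a replicate number and 6 without WT replicate 3. An estimated correlation left 0 without WT replicate 3 or without replicate 3 of both genotypes. Lists called numbered 16 in WT and 20 in *eif3k*, and 0 in each with an estimated correlation, with 11 of 26 in *eif3k* when dim probe sets were left out. For signal level 7 lists became 0 with fry and with an estimated correlation, with or without replicate 3. With the replicate block, cytosolic ribosomal proteins (up, adjusted p = 0.155 to 0.045), ribosome biogenesis factors (down, 0.0626 to 0.000866) and histones (up, 0.0645 to 0.00621) were called in level as well at the preset correlation (adjusted p = 0.854 for each with an estimated correlation and no block), and the block changed no call other than these and *QQS* among the genotype comparisons. The deposited and the recomputed TL were equal within 0.01, so the source of TL gave no separate value. Signals near the floor carry no TL, and 1978 probe sets had none with any spread.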

Other observations

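Tests of gene lists on signal level, all tests of jasmonate and ER body genes and the counts over other splits were chosen after the data were seen. The signal level of plastid-encoded mRNAs was lower in *eif3k*, with a median change of -0.88 for ribosomal proteins (22 of 22 below 0, camera adjusted p = 3.91e-05) and -0.83 for other plastid genes (49 of 54 below 0, 3.36e-08). With an estimated correlation both were at 0.854. Examples are *rps15* (-1.37), *rpl20* (-1.97) and *psbA* (-2.31, SE 1.13), none called. Since the study cautions that its arrays favour polyadenylated mRNAs, which in organelles are bound for degradation, these signals need not follow plastid mRNA amounts. The pairs differed, with medians of -0.04, -0.99 and -1.44 for the ribosomal proteins and 0.02, -1.12 and -1.46 for the other plastid genes. The signal of the 25S rRNA control probe set also differed between pairs, being 10.7, 13.11 and 14.01 in the WT NP samples and 12.98, 9.28 and 9.57 in those of *eif3k*, and 11.47, 11.39 and 11.95 in the WT PL samples against 11.07, 5.77 and 11.11. Nuclear-encoded plastid ribosomal proteins had a median of 0.32 (42 of 49 above 0, 5.97e-07), from 0.03, 0.08 and 0.83 in the pairs. With an estimated correlation the adjusted p was 0.854 for each list.

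Other lists called in level were those overtranslated in *eif3h* (0.25, adjusted p = 3.36e-08), which is not independent evidence, initiation and elongation factors (0.23, 0.00095), mitochondrial ribosomal proteins (0.18, 0.00581) and mitochondrion-encoded genes (-0.11, 0.0117). Each had adjusted p = 0.854 with an estimated correlation. Over the brighter probe sets as a whole the median change in level was 0.11, and 0.01 without WT replicate 3. List medians above 0 in level are to be read beside these values. The medians in the 3 pairs, the last of which holds WT replicate 3, were -0.02, 0.07 and 0.71 for the *eif3h* list, -0.10, 0.10 and 0.69 for the factors, -0.07, 0.05 and 0.47 for the mitochondrial ribosomal proteins and -0.07, -0.01 and -0.11 for the mitochondrion-encoded genes. Without WT replicate 3 the adjusted p was 0.257, 0.811, 0.811 and 0.14. Without replicate 3 of both genotypes it was 0.207, 0.507, 0.971 and 0.149, and for the mitochondrion-encoded genes 0.0658 without replicate 1. Quantile normalization gave 0.289 for mitochondrial ribosomal proteins and 0.296 for mitochondrion-encoded genes, and leaving out dim probe sets 0.328 for the former and 0.0583 for the factors. By the criterion of a change of at least 1 in all 3 pairs, the mRNAs of *VSP1* (1.87), *MBP1* (1.62), *MLP328* (1.73) and *QQS* were higher and *AGL87* (-1.45) lower in level, genes chosen after their values were seen. The probe sets of *VSP1* and *MBP1* may hybridize to more than 1 transcript.

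Since *VSP1* responds to jasmonate and *MBP1* belongs to a myrosinase-binding family, a higher level of jasmonate response and ER body genes in *eif3k* was tested as a hypothesis. Jasmonate response genes had a median change of 0.19, with 11 of 15 probe sets above 0 (camera adjusted p = 0.00589), and ER body genes of 0.23, with 6 of 7 above 0 (0.00959). Both had adjusted p = 0.136 with an estimated correlation, so the hypothesis stays open. At the preset correlation the adjusted p without WT replicate 3 was 0.00463 and 0.000638, and without replicate 3 of both genotypes 0.0437 and 0.00156. In TL the lists were not called (adjusted p = 0.524 and 0.493). The lists were written after single members had been seen to be higher in these same arrays. They may be biased towards a rise and are not independent evidence for the hypothesis.

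The 6 samples can be split into 3 and 3 in 10 ways, too few for a share under 0.05. As many probe sets as in the real split were called in 10 splits for TL (real 0, highest other 0), 1 for level (1, 0), 10 for PL (0, 0) and 10 for NP (0, 0). As many lists were called in 6 splits for TL (real 3, highest other 10) and 9 for level (7, 14). Among the 4 splits that part all pairs, the highest other was 2 for TL and 11 for level. The splits with 9 or 10 lists in TL put both replicate 3 samples, which form array batch 2, on one side, which points to a structure of the samples. With the array batch as a block 3 lists were called in TL and 10 in level.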
